A study of Homo sapiens and Mus musculus with 92 samples.

How the data were processed

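The series holds 92 samples, of which 24 are RNA-seq libraries with a table of gene counts each. The other 68 samples are chromatin immunoprecipitation libraries and are not analysed here. The labels put 2 of those in no group, because title and treatment contradict each other. RNA was polyadenylated RNA selected with oligo-dT beads, per the labels' protocols. The treatment was Nutlin-3A, a small molecule that blocks the binding of MDM2 to p53, at 5 uM for 6 h, or the solvent DMSO. The treatment field of the samples gives the dose in micromolar, and the protocol text gives another unit for the same number. The micromolar value was used.

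The deposited values are whole-number counts of reads per gene symbol, in the layout that the counter HTSeq writes, with 5 summary lines for reads given to no gene. Reads with several alignments were counted in a summary line and not in genes, per the files themselves. Aligner, genome build, annotation and strand setting are not stated in the labels, so gene symbols are given as in the files and without coordinates. The tables of the cell-type experiment and of the shRNA experiment carry different tags in their names, so the libraries of one experiment were never tested against those of the other. Genes with near-identical copies lose reads to the summary line for several alignments, and their counts are less certain.

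Each file listed the same 26364 genes. Total gene counts ran from 18516275 to 58163959 in the cell-type experiment and from 8608908 to 43212011 in the shRNA experiment. Shares of counts were given 95% Wilson intervals, and the smallest share a library can show was taken as 3 counts of its total. Both cover counting error only, because the reads carry no molecular identifiers.

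Groups and replicate numbers were taken from the sample titles. The cell-type experiment has 4 groups of 3 libraries, and the shRNA experiment has 6 groups of 2. The replicate number in the titles also pairs a DMSO with a Nutlin-3A library of the same cell type or line. Before averaging, each pair of replicates was compared by a chi-square statistic per gene over genes with at least 20 counts. It ran from 2.38 to 67.6, above the value of 1 that sampling noise alone gives, so no library was counted as a duplicate.

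Counts were analysed with edgeR 4.0.16 in R 4.3.3: filtering by expression (filterByExpr), TMM normalisation, and the quasi-likelihood F test with 1 mean per group and all 12 libraries of an experiment in the same fit. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05, and the standard error was the log2 fold change divided by the square root of F. The filter left 14981 genes in the cell-type experiment and 13495 in the shRNA experiment. Expression is given as CPM (gene counts relative to the size of the library), computed here by dividing the counts by the TMM-scaled library total. Differences between effects were tested as interaction terms. In all, 11 comparisons were made.

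Gene sets were defined in the cell-type experiment and measured in the separate shRNA libraries. MCF10A-greater genes rose under Nutlin-3A in parental MCF10A with an interaction past the threshold in favour of MCF10A. Fibroblast-greater genes are the mirror case, and shared genes rose in both cell types with no interaction past the threshold. The median log2 change of each set was tested with the rotation test fry (limma 3.58.1), with adjustment over 12 tests. Each median was also placed among those of 10000 random lists of the same size matched on mean expression in 20 bins.

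Named genes were chosen by a rule fixed before the data were examined. TP63, CDKN1A and MDM2 were followed in every comparison, and some genes that the rule named are not reported here. For the Nutlin-3A comparisons in fibroblasts, parental and scrambled MCF10A, and for each shRNA against scrambled, the 3 raised and 3 lowered genes with the largest fold change were taken. They needed a mean of at least 5 CPM, and no overlap between the samples of the groups. The same number was taken for the interaction of the cell types, with at least 5 CPM in both. The last rule took the 5 MCF10A-greater genes that fell most in the p63-shRNA line.

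The code was tested on simulated counts drawn with the library sizes of the real data, and with 1 mean and 1 spread per gene over all groups. In 1 group, 200 genes with a mean of at least 5 CPM were changed by 1 or 2 on the log2 scale. Of these, edgeR recovered 100% with 8 false calls among 14618 genes in the cell-type layout, and 88% with 14 false calls among 13266 genes in the shRNA layout. For an interaction the shares were 99% and 62.5%. The simulation held no difference in spread among groups and no deviations shared by same-numbered libraries. The real shRNA libraries show both, so the simulated shares and false calls may not hold for them.

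Alternatives were DESeq2 size factors in edgeR (RLE), the DESeq2 1.42.0 Wald test, no filter, at least 10 counts in every sample, only the groups compared, a fold change of at least 2 as well, libraries thinned to the smallest total, each replicate left out in turn, and the replicate number as a block. The sets were also tested with camera and with members that changed at least 2-fold. A fit of the sets to only the groups compared was added after seeing the data.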

Results

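The transcriptional response to p53 activation was measured by RNA-seq in primary human skin fibroblasts and in MCF10A, an immortalised but non-tumour line of human breast epithelial cells. The title of the series names the question of how the p53 family member p63 affects enhancers and p53 activity in a cell type-dependent way. In the first experiment, fibroblasts and parental MCF10A cells received Nutlin-3A or DMSO, with 3 libraries per group. In the second, MCF10A cells carrying a scrambled, a p53 or a p63 short hairpin RNA (shRNA) received the same treatments, with 2 libraries per group. Nutlin-3A was given at 5 uM for 6 h.

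Gene counts in the fibroblast DMSO libraries totalled 23508385, 27971538 and 18516275 for replicates 1, 2 and 3, and 23009681, 25582981 and 28977283 in the Nutlin-3A libraries. Parental MCF10A libraries were deeper, with 43988095, 58163959 and 32754130 counts in DMSO and 39673988, 31425292 and 36265052 in Nutlin-3A. In the scrambled line the totals of replicates 1 and 2 were 20766036 and 18427903 in DMSO and 19933830 and 13246126 in Nutlin-3A. Replicates 1 and 3 of the p53-shRNA line held 18428500 and 17750199 counts in DMSO and 16843039 and 43212011 in Nutlin-3A. The p63-shRNA line had the smallest DMSO libraries, with 8608908 and 12395601 counts, and 19802474 and 16956791 in Nutlin-3A. Reads outside annotated genes made up 17.5% to 35.3% of the reads in genes, outside genes or ambiguous between genes. Reads with several alignments were left out of that total.

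The spread between replicates differed among groups. The biological coefficient of variation fitted to each group alone was 0.0348 in DMSO fibroblasts, 0.0828 in DMSO MCF10A and 0.0295 in DMSO scrambled cells. It was 0.261 and 0.239 in the p53-shRNA line with DMSO and Nutlin-3A, and 0.119 and 0.0417 in the p63-shRNA line. All groups of an experiment shared 1 estimate of the spread, at 0.152 in the shRNA experiment. Fitted to only the groups compared, it was 0.0351 for Nutlin-3A in scrambled cells and 0.0808 for p63 shRNA against scrambled in DMSO. It was larger than the shared estimate in the comparisons with the p53-shRNA line, at 0.247 for Nutlin-3A in that line and 0.180 for p53 shRNA against scrambled in DMSO.

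TP63, the target of the p63 hairpin, was examined first. It averaged 157 ± 1.55 normalised CPM (SD, n = 2) in scrambled DMSO cells and 103 ± 9.01 (n = 2) in p63-shRNA DMSO cells, a log2 fold change of -0.61 (standard error 0.222) that did not pass the threshold (edgeR adjusted p = 0.0761). It passed when only the groups compared were fitted (-0.58, adjusted p = 0.00218). It also passed with DESeq2 (-0.59, adjusted p = 0.0437) and without a filter (-0.60, adjusted p = 0.0276). With Nutlin-3A, TP63 stood at 115.55 ± 0.431 in scrambled and 105 ± 3.29 in p63-shRNA cells. Its change under Nutlin-3A in scrambled cells was -0.45 (adjusted p = 0.650), and it passed with only the groups compared (-0.43, adjusted p = 9.32e-06) and with the replicate block (-0.45, adjusted p = 0.00111). TP63 in the p53-shRNA line differed between replicates, at 198 and 123 CPM in DMSO, and its mean did not differ from scrambled (adjusted p = 0.958).

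**Figure D1:**
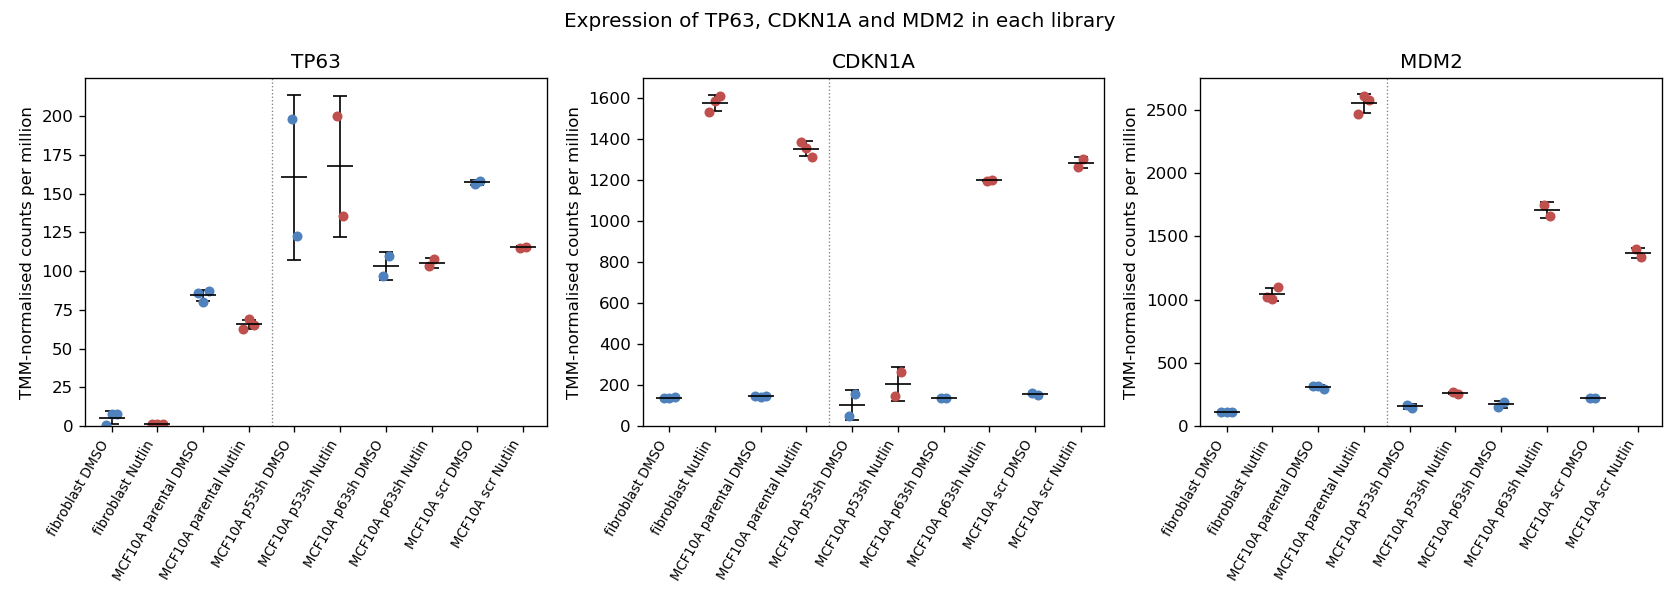
Normalised CPM (vertical axes, linear from 0) of TP63, CDKN1A and MDM2 in each of the 24 libraries by group; blue points are DMSO and red points Nutlin-3A libraries, and black bars give the mean ± SD. The dotted line parts the cell-type from the shRNA experiment, and CDKN1A under Nutlin-3A stays at 266 or less in the p53-shRNA line against at least 1196 in the other Nutlin-3A libraries.

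In fibroblasts, Nutlin-3A changed 946 of 14981 genes, with 518 raised and 428 lowered. As a ratio the count moved most when a fold change of at least 2 was also required, to 102, and in number of genes it moved most, to 2052, when only the 6 fibroblast libraries were fitted. With the replicate number as a block it was 862, and same-numbered libraries did not deviate together (mean correlation of deviations 0.02 across genes). CDKN1A rose from 138 ± 2.34 to 1576 ± 40.1 CPM (SD, n = 3), a log2 fold change of 3.51 (standard error 0.0457, adjusted p = 1.24e-22). MDM2 rose from 112 ± 2.98 to 1042 ± 49.2 (log2 fold change 3.22, adjusted p = 4.43e-21). The largest rises that met the naming rule were those of BTG2, CDKN1A and GDF15, with BTG2 at 2.44 ± 0.896 in DMSO and 62.7 ± 3.02 in Nutlin-3A. Under the same rule, which asks for no overlap between samples, CCNE2, FAM111B and CDCA7 fell most, by 1.31, 1.05 and 1.05 on the log2 scale. TP63 had a log2 fold change of -2.0 (adjusted p = 0.00896) that rested on DMSO replicates 2 and 3, at 7.84 and 7.74 CPM, against 0.680 in DMSO replicate 1 and 1.28 to 1.41 in the Nutlin-3A libraries.

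In parental MCF10A, Nutlin-3A changed 6007 of the same 14981 genes, with 2873 raised and 3134 lowered. A fold change of at least 2 was reached by 624 of them, against 102 in fibroblasts. With the replicate number as a block 5826 genes were called, and the correlation of deviations of same-numbered libraries was -0.03. CDKN1A rose from 146 ± 2.91 to 1352 ± 37.0 CPM (SD, n = 3; log2 fold change 3.22, standard error 0.0446, adjusted p = 4.55e-22). MDM2 rose from 309 ± 13.97 to 2552 ± 72.7 (log2 fold change 3.05, adjusted p = 7.08e-21). GDF15, PLIN4 and WDR63 rose most under the naming rule, with log2 fold changes of 4.47, 3.84 and 3.36. ZNF367, E2F2 and FAM111B had log2 fold changes of -2.98, -2.96 and -2.60. TP63 changed by -0.36, short of the threshold (adjusted p = 0.133). It passed with the replicate block (-0.36, adjusted p = 0.0397), with only the groups compared (-0.36, adjusted p = 0.000553) and without a filter (-0.37, adjusted p = 6.55e-08).

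Before treatment, parental MCF10A and fibroblasts differed in 12741 of 14981 genes, with 6318 higher in MCF10A and 6423 higher in fibroblasts. Of these, 6639 also differed at least 2-fold. With the replicate number as a block across the DMSO libraries the count was 12145, and same-numbered libraries of the cell types did not deviate together (correlation 0.04). TP63 stood at 84.4 ± 3.65 CPM in MCF10A and 5.42 ± 4.11 in fibroblasts (SD, n = 3; log2 difference 3.96, adjusted p = 3.08e-12). MDM2 was higher in MCF10A by 1.46 on the log2 scale (adjusted p = 2.04e-17), and CDKN1A did not differ (0.07, adjusted p = 0.116). Cell type and any difference in culture medium or library batch cannot be told apart in this comparison.

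The difference between the Nutlin-3A effects of the cell types was then tested gene by gene. It passed the threshold for 2592 genes, of which 1064 had the more positive change in MCF10A and 1528 in fibroblasts. The block fit gave 2435. Raised genes numbered 336 in both cell types together, and lowered genes 340. A further 36 genes rose in fibroblasts and fell in MCF10A, and 7 did the reverse. The carboxypeptidase M gene (gene symbol CPM, spelled like the unit) rose from 5.60 ± 0.178 to 56.5 ± 4.43 CPM in MCF10A and from 18.3 ± 0.663 to 22.7 ± 0.789 in fibroblasts, a difference between effects of 3.02 (standard error 0.105, adjusted p = 5.57e-14). NUPR1 and RGS12 followed, with differences of 1.80 and 1.76. On the other side, SDPR rose from 4.38 ± 0.917 to 27.6 ± 2.57 in fibroblasts and from 51.1 ± 1.86 to 58.8 ± 1.35 in MCF10A, a difference of -2.49 (standard error 0.127, adjusted p = 3.28e-11). ZNF367 and CXCL8 had differences of -2.13 and -1.62. The CXCL8 value holds for parental MCF10A only, since in scrambled MCF10A its mean went from 1.97 to 32.2 CPM under Nutlin-3A. CDKN1A rose slightly less in MCF10A (-0.29, adjusted p = 0.00126), and the difference for MDM2 did not pass (-0.17, adjusted p = 0.0925), although it did with DESeq2 (-0.18, adjusted p = 0.0446). For TP63 the difference was 1.64 (adjusted p = 0.0276) and rested on the same 2 fibroblast DMSO libraries.

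**Figure D2:**
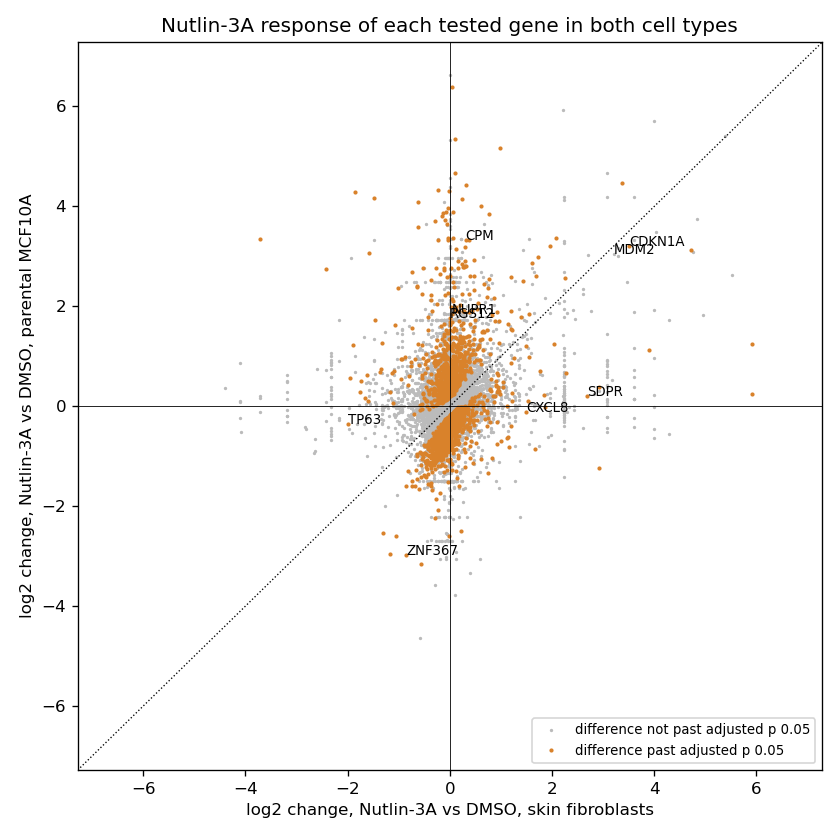
Log2 change of each of 14981 genes under Nutlin-3A against DMSO in skin fibroblasts (horizontal axis) and in parental MCF10A (vertical axis); orange points are the 2592 genes whose effects differed past an adjusted p of 0.05, grey points the others, and the dotted line marks equal change. The genes CPM, NUPR1 and RGS12 lie near 0 on the fibroblast axis and well above 0 on the MCF10A axis, and SDPR and CXCL8 lie near 0 on the MCF10A axis.

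In the scrambled line, Nutlin-3A changed 141 of 13495 genes, with 119 raised and 22 lowered. This count depended most on the samples fitted, at 3095 genes in the 4 scrambled libraries alone. In a fit with the replicate block it was 1289, at a correlation of 0.20 between deviations of same-numbered libraries. CDKN1A rose from 155 ± 5.93 to 1284 ± 26.4 CPM (SD, n = 2; log2 fold change 3.05, adjusted p = 0.00954) and MDM2 from 222 ± 2.37 to 1370 ± 42.6 (2.63, adjusted p = 1.84e-05). The naming rule took the genes GDF15, CPM and ATF3, with log2 fold changes of 4.86, 3.72 and 3.08. CXCL8 met the CPM and overlap conditions, and averaged 1.97 ± 0.70 CPM in DMSO and 32.2 ± 5.6 in Nutlin-3A. It was not taken, because the rule also asks for an adjusted p-value under 0.05. Its test in this line is not reported. E2F2, E2F1 and BCOR had log2 fold changes of -2.08, -1.17 and -1.14. Across the 13275 genes tested in both experiments, the Nutlin-3A changes of parental and scrambled cells correlated with Pearson's r = 0.684 and Spearman's rho = 0.654, where genes are not independent replicates. Of 2743 genes raised in parental cells, 2432 had a positive change in scrambled cells.

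In the p53-shRNA line no gene passed the threshold under Nutlin-3A, and 208 of 13495 had an unadjusted p under 0.05. With the replicate block 21 genes passed, 18 raised and 3 lowered, and in this line the deviations of same-numbered libraries did go together (correlation 0.78). CDKN1A averaged 104 ± 73.3 CPM in DMSO and 207 ± 82.8 in Nutlin-3A (log2 fold change 1.01, standard error 0.405, adjusted p = 1.00). MDM2 averaged 155 ± 16.6 and 260 ± 9.58 (0.75, standard error 0.117, adjusted p = 0.590). Both genes passed in the block fit, CDKN1A at 1.13 (adjusted p = 0.00156) and MDM2 at 0.75 (adjusted p = 0.00197). The Nutlin-3A effect differed from that in scrambled cells for 2 genes, both with the smaller effect in the p53-shRNA line. MDM2 was one of them (difference -1.88, standard error 0.166, adjusted p = 0.00743). For CDKN1A the difference was -2.04 (adjusted p = 0.863), and -1.92 in the block fit (adjusted p = 3.40e-05). For TP63 the difference was 0.51, short of the threshold, and 0.52 in the block fit (adjusted p = 0.014). In the block fit the difference passed for 317 genes, 203 of them with the lower value in p53-shRNA cells. This count does not part smaller rises from deeper falls. Of the 119 genes raised in scrambled cells, 105 had a positive change in p53-shRNA cells, and of the 22 lowered genes 22 had a negative change.

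In the p63-shRNA line, Nutlin-3A changed 289 genes, with 166 raised and 123 lowered, and 1858 with the replicate block (correlation of same-numbered deviations -0.06). CDKN1A rose from 138 ± 0.144 to 1198 ± 3.66 CPM (log2 fold change 3.12, adjusted p = 0.00559) and MDM2 from 172 ± 25.3 to 1707 ± 63.3 (3.31, adjusted p = 2.66e-06). No gene passed for a difference in effect from scrambled cells, and 229 had an unadjusted p under 0.05. Blocking on the replicate number gave 25 genes, 24 of them with the lower value in p63-shRNA cells. In the fit of only the scrambled and p63-shRNA libraries 37 passed, 34 of them with the lower value. Such a lower value can be a smaller rise or a deeper fall under Nutlin-3A, and these counts do not tell them apart. The difference in effect was 0.68 for MDM2 (adjusted p = 1.00) and 0.07 for CDKN1A (adjusted p = 1.00). For MDM2 it passed with the block (0.69, adjusted p = 0.0351) and with only the groups compared (0.68, adjusted p = 0.0499). Of the 119 genes raised in scrambled cells, 119 had a positive change in p63-shRNA cells and 99 were called there.

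Without Nutlin-3A, the p53-shRNA line differed from scrambled in 147 genes, with 83 higher and 64 lower. None passed when only these 4 libraries were fitted, with 1099 genes at an unadjusted p under 0.05. The naming rule took KLK10, CHRNA9 and TP53I11, with log2 fold changes of 4.46, 2.34 and 2.31. CDKN1C was not taken, because its mean over both groups was under 5 CPM. It averaged 8.20 ± 5.20 CPM against 1.26 ± 0.074 in scrambled cells (SD, n = 2). Its test in this line is not reported. RWDD1 and LCP1 had log2 fold changes of -1.80 and -1.63. RWDD1 stood at 25.9 ± 0.209 CPM against 90.0 ± 5.81 in scrambled cells (SD, n = 2). Most of these changes were not confined to the p53 hairpin. In p63-shRNA DMSO cells KLK10, CHRNA9 and TP53I11 averaged 2.90, 6.46 and 34.9 CPM, against 0.703, 2.11 and 4.15 in scrambled cells. LCP1 averaged 60.8 there against 157 in scrambled cells, whereas RWDD1 stayed near scrambled at 87.2. The p63-shRNA line differed from scrambled in 2908 genes, with 1483 higher and 1425 lower, and in 5339 when only these 4 libraries were fitted. SERPINA3, CDKN1C and TMEM63C rose most under the naming rule, with log2 fold changes of 5.57, 5.04 and 5.04. ZSCAN12P1, SERPINB2 and CAMK2N1 had log2 fold changes of -2.86, -2.82 and -2.74. ZSCAN12P1 is a pseudogene, so its reads may be shared with its parent gene and its value is uncertain. CDKN1A and MDM2 did not pass in either line, although MDM2 did with DESeq2 (-0.52, adjusted p = 0.00410 with p53 shRNA, and -0.35, adjusted p = 0.0326 with p63 shRNA). Without a filter MDM2 also passed with p53 shRNA (-0.52, edgeR adjusted p = 0.0395). With only the groups compared it passed with p63 shRNA (-0.33, edgeR adjusted p = 0.0371).

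Of 1002 MCF10A-greater genes, 950 were measured in the shRNA experiment, with 139 of 140 fibroblast-greater and 200 of 202 shared genes. In the p63-shRNA line without Nutlin-3A, the MCF10A-greater genes had a median log2 change of 0.26 from scrambled, with 646 genes higher and 304 lower (fry adjusted p = 0.0636). Among 10000 expression-matched random lists the 95% range of the median was -0.04 to 0.03. In the p53-shRNA line the same set had a median of 0.12, with 611 genes higher and 339 lower (adjusted p = 0.433) and a random-list range of -0.02 to 0.03. Taken singly, 221 of the 950 genes were called higher and 58 lower in the p63-shRNA line. The 5 called genes with the largest falls were ALDH1A3, WDR66, MAPK13, NCEH1 and IKBIP, with log2 fold changes of -1.82, -1.80, -1.62, -1.28 and -1.27. ALDH1A3 stood at 367.24 ± 12.1 CPM in scrambled and 104 ± 13.6 in p63-shRNA DMSO cells (SD, n = 2; adjusted p = 0.00238).

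The Nutlin-3A effect on the MCF10A-greater genes had a median of 0.30 in scrambled, 0.01 in p53-shRNA and 0.24 in p63-shRNA cells. The difference from scrambled had a median of -0.29 in the p53-shRNA line, with 850 of 950 genes lower (adjusted p = 0.0629), and of -0.03 in the p63-shRNA line (adjusted p = 0.872). With the replicate block the p53-shRNA value was -0.29 with an adjusted p of 0.0227. Of the 12 set tests, 1 passed the threshold. It was the smaller Nutlin-3A effect of the p53-shRNA line on the shared genes, with a median difference of -0.21 and 169 of 200 genes lower (fry adjusted p = 0.00684). In the p63-shRNA line the shared genes had a median difference of 0.09, with 132 of 200 genes higher (adjusted p = 0.280). The fibroblast-greater genes gave medians between -0.08 and 0.08, none past the threshold.

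**Figure D3:**
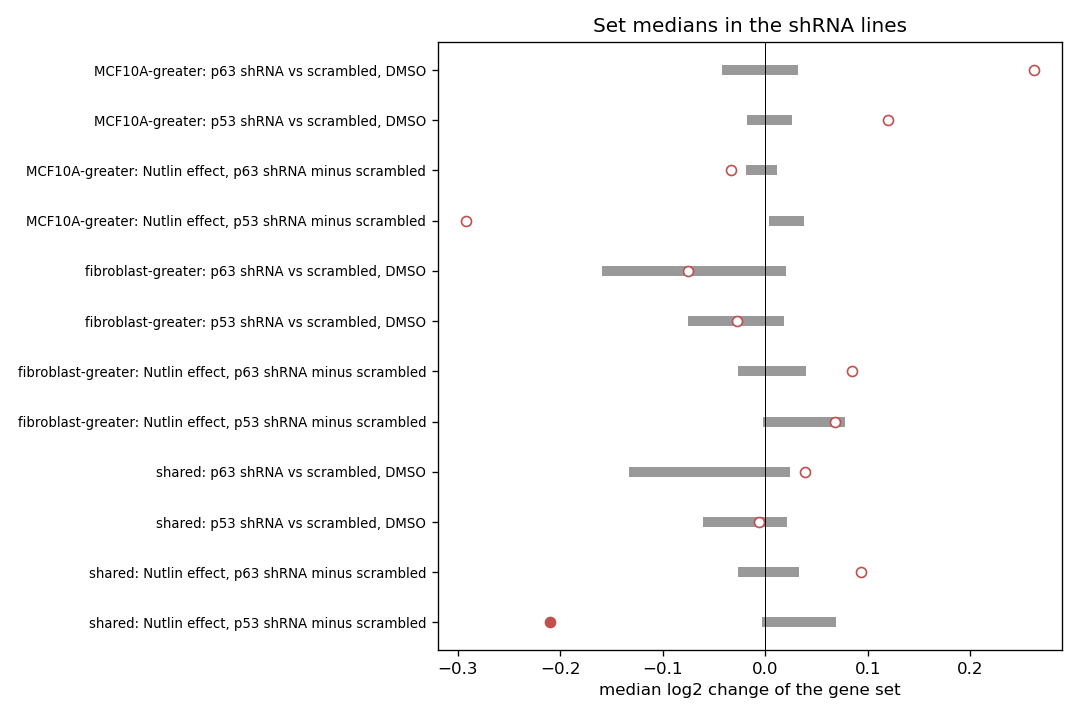
Median log2 change (horizontal axis) of the MCF10A-greater, fibroblast-greater and shared gene sets in 4 comparisons of the shRNA lines; circles are set medians, filled where the fry adjusted p is under 0.05, and grey bars span 95% of 10000 random lists matched on expression. The filled circle is the shared set at -0.21, and the MCF10A-greater set lies at 0.26 in the p63-shRNA line without Nutlin-3A.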

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

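The tests for the p53-shRNA line and for reads outside genes in this part were chosen after the result was seen; the others were set before. GC content was not tested, because the genome build of the counts is not stated, and no test of gene length or of library batches was made.

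The Nutlin-3A effect differed between parental MCF10A and fibroblasts for 2592 genes by the interaction test. Sequencing depth was tested because the MCF10A libraries are deeper. After thinning all libraries to the smallest total, 2176 genes passed, so depth does not account for most of that number. The overlap with the 2592 genes is not given. The 6 same-numbered pairs of DMSO and Nutlin-3A libraries can be divided in 4 ways that part all shared numbers. In a fit with 1 level per pair, 1 of the 4 splits, the real one, gave as many genes (2436). The other splits gave 0 genes, with 131 to 357 at an unadjusted p under 0.05, and the 6 that part fewer numbers also gave 0, with at most 791. With so few splits the share cannot fall under 0.05, so a chance arrangement is not excluded by this count. The same holds for fibroblasts alone, for MCF10A alone and for DMSO MCF10A against fibroblasts, where 1 of 4 splits, the real one, gave as many genes (2052, 5256 and 12079). All other splits gave 0 genes there, with at most 541, 556 and 14 genes at an unadjusted p under 0.05. The other splits mix libraries of groups that differ, which widens the fitted spread. Their low counts could thus be foreseen and do not measure chance. A cell type difference in the p53 response is the biological candidate, and it cannot be told apart from batch or culture differences between the cell types.

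Among the named genes, the interaction passed for CPM (3.02), NUPR1 (1.80), RGS12 (1.76), SDPR (-2.49), ZNF367 (-2.13), CXCL8 (-1.62), CDKN1A (-0.29) and TP63 (1.64). CPM, NUPR1, RGS12, SDPR, ZNF367 and CXCL8 were chosen for a large interaction, so their sizes are not independent of that choice. The TP63 value comes from 2 of the 3 fibroblast DMSO libraries and is treated with the other observations.

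The Nutlin-3A effect also differed between p53-shRNA and scrambled MCF10A, for 2 genes, with MDM2 at -1.88, and for the shared gene set, with a median of -0.21. Depth does not account for the set result, since the median was -0.22 after thinning. Nor does 1 replicate alone, since the median was -0.19 in replicate 1 and -0.23 in replicate 3. A smaller response in cells with the p53 hairpin may explain these values. With the replicate block 317 genes passed, CDKN1A among them (-1.92, adjusted p = 3.40e-05), and the shared set stayed past the threshold (-0.21, adjusted p = 0.0153). Batches were not tested, and the fit to only the groups compared left the set short of the threshold (-0.21, adjusted p = 0.0874).

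The share of reads outside genes was read from the summary lines, which no comparison used. Reads with several alignments were again left out of the total. In parental MCF10A it was 21.6% ± 0.316 under Nutlin-3A and 19.6% ± 1.81 in DMSO (SD, n = 3), a difference of 2.06 percentage points with no overlap. The DMSO shares were 20.7%, 17.5% and 20.6% in replicates 1, 2 and 3, so the size of the difference leans on DMSO replicate 2. An exact permutation test of 3 against 3 cannot give a p below 0.1. Library size was examined through the libraries nearest in total, DMSO replicate 3 and Nutlin-3A replicate 2, at 32754130 and 31425292 counts. Their shares differed by 0.981 percentage points in the same direction, which is 1 pair and settles nothing. Nutlin-3A replicates 1 and 3 held more counts than DMSO replicate 3 and had higher shares (21.4% and 22.0% against 20.6%). The deepest library, DMSO replicate 2, had the lowest share (17.5%). Library size alone thus did not order the shares, and its part is not settled. If Nutlin-3A raised the share in MCF10A, the scrambled and p63-shRNA lines would show it too. Of their 4 same-numbered pairs 3 had the higher share under Nutlin-3A, 2 of 2 in scrambled and 1 of 2 in p63-shRNA cells. The mean share in p63-shRNA cells went from 30.8% in DMSO to 30.3% in Nutlin-3A. Of the p53-shRNA pairs 0 of 2 had the higher share under Nutlin-3A, and of the fibroblast pairs 2 of 3. Neither explanation can be told apart from the other.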

How the results depend on the processing

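The alternatives were fixed before the data were examined, except the fit of the gene sets to only the groups compared. Where a result moved, the cause was not tested unless a value is given. A scaling by RLE size factors moved no count by more than 1.5 times and no set median across 0 or the threshold.

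Requiring a fold change of at least 2 lowered the counts to 102 in fibroblasts, 624 in parental MCF10A, 312 for their difference in effect and 6639 for DMSO MCF10A against fibroblasts. In the shRNA experiment it left 81 genes in scrambled and 148 in p63-shRNA cells under Nutlin-3A, and 82 and 1139 for the p53 and p63 shRNA against scrambled in DMSO.

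Fitting only the groups compared gave 2052 genes in fibroblasts, 3095 in scrambled and 819 in p63-shRNA cells under Nutlin-3A. It gave 0 for p53 shRNA against scrambled (1099 at an unadjusted p under 0.05) and 5339 for p63 shRNA against scrambled. For the difference in effect from scrambled it gave 1 gene in the p53-shRNA line and 37 in the p63-shRNA line. The spread shows a cause for the scrambled line: the coefficient of variation was 0.0351 in that fit and 0.152 with all groups. The shared set's smaller effect in p53-shRNA cells no longer passed (-0.21, adjusted p = 0.0874).

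With the replicate block the Nutlin-3A counts were 1289, 21 and 1858 in the scrambled, p53-shRNA and p63-shRNA lines, and 317 and 25 for the differences in effect. The MCF10A-greater genes then passed for the p53-shRNA line (-0.29). No paired analysis was possible for shRNA against scrambled in DMSO, because those groups share only replicate 1.

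DESeq2 called 272, 3 and 530 genes under Nutlin-3A in the scrambled, p53-shRNA and p63-shRNA lines. It called 487 for p53 shRNA against scrambled, and 42 and 3 for the differences in effect of the p53 and p63 shRNA. Without a filter the counts were 345 for p53 shRNA against scrambled, 17 for its difference in effect and 3 for Nutlin-3A in that line. Thinning gave 89 and 5 for the first 2 of these. Replicate 1 of the p63-shRNA DMSO libraries, at 8608908 counts, set the depth of the thinned shRNA data.

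The camera test, which compares a set with all other genes, passed for the MCF10A-greater genes in p63-shRNA (0.26) and p53-shRNA (0.12) DMSO cells and for their smaller effect in p53-shRNA cells (-0.29). It also passed for the difference in effect of the p63-shRNA line on the fibroblast-greater (0.085) and shared genes (0.093). With members that changed at least 2-fold, the MCF10A-greater effect difference in p53-shRNA cells was -0.85 and passed. Medians that changed sign with those members were 0.030 for the MCF10A-greater effect difference in p63-shRNA cells, -0.26 for the fibroblast-greater effect difference in p53-shRNA cells, 0.16 and 0.094 for fibroblast-greater genes in p53-shRNA and p63-shRNA DMSO cells, and 0.00096 for shared genes in p53-shRNA DMSO cells. Of these, the fibroblast-greater effect difference in p53-shRNA cells (-0.26, adjusted p = 0.00606) and the fibroblast-greater genes in p63-shRNA DMSO cells (0.094, adjusted p = 0.0302) passed with the sign opposite to the result with all members. Fibroblast-greater genes also changed sign after thinning, to 0.0078 in p53-shRNA and 0.0053 in p63-shRNA DMSO cells. With at least 10 counts in every sample the shared genes in p53-shRNA DMSO cells were at 0.0098.

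Leaving out each replicate in turn gave 570 to 707 genes in fibroblasts, 4829 to 6550 in parental MCF10A, 1964 to 3495 for their difference in effect and 12469 to 12851 for DMSO MCF10A against fibroblasts. In the shRNA experiment this leaves 1 library in a group, so only medians and log2 fold changes were computed. For the MCF10A-greater genes the medians ran from 0.19 to 0.29 (p63 shRNA, DMSO), 0.0084 to 0.22 (p53 shRNA, DMSO), -0.083 to 0.023 (effect difference, p63 shRNA) and -0.41 to -0.18 (effect difference, p53 shRNA). For the fibroblast-greater genes they ran from -0.10 to -0.041, -0.036 to -0.0043, 0.035 to 0.17 and -0.015 to 0.087 in the same order. For the shared genes the ranges were -0.025 to 0.025, -0.087 to 0.037, 0.072 to 0.11 and -0.28 to -0.14.

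Among the named genes and comparisons, 6 values came past the threshold and 1 fell short with DESeq2, 5 and 5 with only the groups compared, and 7 and 0 with the replicate block. Without a filter the numbers were 5 and 0, and after thinning 0 and 2. After thinning, ATF3 fell short in scrambled cells under Nutlin-3A (2.94, edgeR adjusted p = 0.0757). CHRNA9 fell short for p53 shRNA against scrambled in DMSO (2.51, adjusted p = 0.0515).

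Some log2 fold changes near 0 changed sign when each replicate was left out in turn. TP63 ran from -0.25 to 0.45 in p53-shRNA and from -0.058 to 0.13 in p63-shRNA cells under Nutlin-3A, and from -0.36 to 0.33 for p53 shRNA against scrambled in DMSO. The TP63 interaction between the cell types fell short with DESeq2 (1.63, adjusted p = 0.221). It also fell short without fibroblast DMSO replicate 2 or 3 (adjusted p = 0.186 and 0.0992) and without Nutlin-3A replicate 1, 2 or 3 (adjusted p = 0.0643, 0.0698 and 0.0892). The TP63 change in fibroblasts fell short without DMSO replicate 2 (-1.50, adjusted p = 0.130), DMSO replicate 3 (-1.73, adjusted p = 0.0584) or Nutlin-3A replicate 3 (-1.95, adjusted p = 0.0510). In parental MCF10A the TP63 change passed without DMSO replicate 2 (-0.40, adjusted p = 0.0157).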

Other observations

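In this part, the tests of depth for TP63, of a single p53-shRNA replicate and of the held-out baseline were chosen after the result was seen.

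TP63 in the fibroblast DMSO libraries stood apart. It had 15 counts of 23508385 in replicate 1, or 0.638 CPM of the unscaled total (95% Wilson interval 0.387 to 1.05). Replicates 2 and 3 had 206 and 134 counts, or 7.36 (6.43 to 8.44) and 7.24 (6.11 to 8.57) CPM. Counting error does not explain this, since the lower bound of the higher libraries is 5.80 times the upper bound of replicate 1. Epithelial RNA in those libraries was tested with 13 marker genes. TP63 would need 8.42% of MCF10A RNA, but the median share implied by the markers was -0.00366%, a ratio of -0.000435 to that of TP63. KRT5, at 4869 CPM in DMSO MCF10A, had 0 in all 3 libraries. A difference in overall composition was tested by counting other genes at least 5 times higher in both libraries than in replicate 1, at 50 or more counts, and there were 0. What remains may be specific to TP63, such as reads from a TP63 construct or amplicon, or a change of that gene alone. Gene-level counts do not show where in TP63 the reads lie, so neither was tested.

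The p53-shRNA replicates differed from each other in the same genes with and without Nutlin-3A, at a correlation of 0.78 across genes. Depth is not a sufficient explanation, since the correlation was 0.689 after thinning. A batch or culture difference between the replicates may remain, and the labels give nothing to test it with.

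The p53-shRNA and p63-shRNA lines departed from scrambled in the same direction across genes (r = 0.577 over 13495 genes, which are not independent replicates). The shared control libraries could produce such a correlation. With different scrambled libraries for the lines it was 0.469, so noise in the shared control libraries explains only part of it. Both libraries come from the same scrambled line, so a departure of that line itself could not be tested. With p53-shRNA replicate 1 alone the correlation was 0.228, against 0.511 with replicate 3 alone. Part of the similarity was thus present without replicate 3, and the remainder cannot be told apart from a property of that replicate.

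MCF10A-greater genes were lower in MCF10A than in fibroblasts before treatment, by a median of -0.48 on the log2 scale. The DMSO libraries enter both this difference and the definition of the set, which could create such a pattern. With the set defined without a DMSO replicate and the baseline taken from that replicate alone, the medians were -0.42, -0.31 and -0.45 for replicates 1, 2 and 3. Shared noise thus does not account for most of it. One hypothesis is that these genes have more room to rise in MCF10A, and GC content, gene length and batch were not tested.

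The same set was higher in p63-shRNA than in scrambled cells without Nutlin-3A (median 0.26). A loss of p63 activity would predict a fall only if p63 activates these genes. Whether it activates or represses them was not tested here. TP63 still averaged 103 CPM in that line against 157 in scrambled cells. How far p63 activity was lost is thus not known, which limits that prediction. The set was also higher in the p53-shRNA line (median 0.12, 611 of 950 genes, fry adjusted p = 0.433). That median ran from 0.0084 to 0.22 when 1 library was left out, against 0.19 to 0.29 in the p63-shRNA line. Both lines were compared with the same scrambled libraries, so these medians do not settle whether the rise is specific to the p63 hairpin. The fry test for the p63-shRNA line did not pass (adjusted p = 0.0636). A rise of all genes that are low in MCF10A was tested with 10000 lists matched on expression and on the baseline difference from fibroblasts. Their medians lay between -0.01 and 0.06, and the share with as high a median was 0.0001, the smallest these lists can give. This describes these libraries and not replicate error. Depth does not account for the rise, since the median was 0.31 after thinning, with 634 genes higher and 279 lower (adjusted p = 0.0791).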
